# Prep1 prevents premature adipogenesis of mesenchymal progenitors

**DOI:** 10.1038/s41598-017-15828-1

**Published:** 2017-11-14

**Authors:** Giorgia Maroni, Vsevolod A. Tkachuk, Alexander Egorov, Marco J. Morelli, Raffaele Luongo, Elena Levantini, Francesco Blasi, Maria Cristina Magli, Dmitry Penkov

## Abstract

Transcriptional regulators are crucial in adipocyte differentiation. We now show that the homeodomain-containing transcription factor Prep1 is a repressor of adipogenic differentiation since its down-regulation (DR) in both *ex vivo* bone marrow-derived mesenchymal stromal cells (MSC) and *in vitro* 3T3-L1 preadipocytes significantly increases their adipogenic differentiation ability. Prep1 acts at a stage preceding the activation of the differentiation machinery because its DR makes cells more prone to adipogenic differentiation even in the absence of the adipogenic inducers. Prep1 DR expands the DNA binding landscape of C/EBPβ (CCAAT enhancer binding protein β) without affecting its expression or activation. The data indicate that Prep1 normally acts by restricting DNA binding of transcription factors to adipogenic enhancers, in particular C/EBPβ.

## Introduction

Adipogenesis mostly takes place during embryonic development and childhood (in the mouse it starts immediately after birth and proceeds during the immediate postnatal days), however, it also occurs in adult life, when 10% of fat cells annually renew^1^. Adipogenesis can also be abnormally activated throughout life in obese individuals^2^, and the mechanisms leading to such dysregulation are not yet totally understood. Mature adipocytes derive from not yet well characterized mesenchymal stem (stromal) cells (MSC)^3^, however several proteins that regulate adipogenesis at different stages of differentiation have been identified mainly via *in vitro* experiments. In this respect, activation of hormone signaling pathways and chromatin remodeling that occur within hours from induction are critically important^4–6^. Adipogenic differentiation can be stimulated *in vitro* by different soluble inducers^7^. In the preadipocyte cell line 3T3-L1, frequently used as a model to study the adipogenic process^8^, the addition of insulin, dexamethasone and 3-isobutyl-1-methylxanthine (IBMX), hence referred to as the complete adipogenic differentiation cocktail, leads to the very early recruitment of transcription factors into well defined chromatin hotspots hosting multiple transcription factor binding sites characterized as adipogenic enhancers^9^. These hotspots are always occupied by C/EBPβ, which appears to be the most-upstream triggering transcription factor, whereas Pparγ (Peroxisome proliferator-activated receptor gamma), one of the main players in the adipogenic lineage, seems to act downstream^10^. There is evidence indicating that also the homeoprotein Pbx1 is an important transcription factor in adipogenic differentiation as its down-regulation (DR) activates adipogenesis^11^. It is known that another homeodomain transcription factor of the TALE class, Prep1, is an essential partner of Pbx1^12^, and we herein investigated its role in adipogenic differentiation.

Prep1 is essential in embryonic development. *Prep1* ^−/−^ embryos die very early at the epiblast stage without reaching gastrulation^13^ whereas hypomorphic *Prep1* ^*i*/*i *^embryos, that express around 2% of normal Prep1 mRNA, have a milder (embryonic lethality at E17.5), not always penetrant, phenotype^14^. Foetal liver *Prep1* ^*i*/*i *^cells lack active hematopoietic stem cells and are unable to repopulate irradiated hosts^15^.

Prep1 reaches the nucleus and binds DNA only as a dimer with Pbx1^16,17^. Indeed, Prep1 cooperates with Pbx1 to regulate *Hox* gene expression^12,14,18^. We recently described the Prep1 and Pbx1 binding sites to the DNA of mouse embryos, embryonic stem cells and embryonic fibroblasts and showed that Prep1 mostly, but not exclusively, binds DNA as a dimer with Pbx1 and that two thirds of the binding sites are cell-type specific^12,19–21^.

Prep1 is also involved in cell differentiation as indicated by the inability of *Prep1* ^*i*/*i*^ B and T cells to properly differentiate^14,22^, although the mechanisms are still unknown.

In this paper we report that in both *ex vivo* bone-marrow derived MSCs and in *in vitro* 3T3-L1 cells, Prep1 DR, similar to the effect of Pbx1 DR^11^, results in activation of adipogenesis. Interestingly, Prep1 DR triggers adipogenic differentiation even in the absence of complete hormonal induction, since Prep1 down regulated cells are already poised towards adipogenesis before the addition of the inducing hormones. Prep1 DR results in the expansion of the C/EBPβ DNA binding landscape already before induction and its ability to bind DNA is increased after the addition of the adipogenic inducers. Prep1 does not control a specific “differentiating” mechanism, but rather predisposes the cells towards adipogenic differentiation; therefore its possible role appears to be that of restricting DNA binding of transcription factors, in particular C/EBPβ, for example as a chromatin remodeling factor.

## Results

### Prep1 Down Regulation stimulates adipogenic differentiation

As a first step to test the role of Prep1 in adipogenic differentiation we used *ex vivo* bone marrow-derived MSCs. Initially, we analyzed *Prep1* expression, both at the transcriptional and protein levels, in undifferentiated MSCs and at different time points following adipogenic induction, using MesenCult™ Adipogenic Stimulatory Supplement (Stem Cell Technologies). Prep1 protein is present in wild type MSCs, but its expression level rapidly decreases after 3 days of differentiation (Fig. 1A) while its RNA level remains unchanged (Fig. 1C). We investigated the effects of Prep1 DR *in vivo* by using a hypomorphic murine line in which the levels of Prep1 protein are 2–20% of the wt levels^14^. Therefore, we set up MSC cultures, from both *Prep1* ^*i*/*i*^ and wt mice, studied their growth and differentiation ability, following adipogenic induction. Undifferentiated *Prep1* ^*i*/*i*^ and wt cells, collected from n = 8 mice per genotype, did not show differences in terms of morphology and growth kinetics in culture. In contrast, upon adipogenic induction, we observed in 4 out of 8 bone marrow samples that *Prep1* ^*i*/*i*^ MSCs differentiated much faster than *Prep1* ^+/+ ^control cells, as evidenced by a faster lipid droplet accumulation. Seven days after induction the adipogenic differentiation of *Prep1* ^*i*/*i*^ cells was almost complete, while much less *Prep1* ^+/+ ^control cells contained lipid droplets (mature adipocytes) (Fig. 1B). Quantification of lipids by Oil-red O staining at terminal differentiation (14 days) showed a two-fold (1.67-fold) higher level in *Prep1* ^*i*/*i *^than in control cells (Fig. 1B). Both the observation that *Prep1* expression decreases during wt adipogenic differentiation and the data showing effects of Prep1 *ex vivo* DR suggest that Prep1 plays a negative regulatory role in the adipogenic program. In addition, we correlated the expression of *Prep1* and selected markers of adipogenic differentiation in wt and mutant MSCs, before and after adipogenic induction (3 days). As expected, we detected a significant reduction of *Prep1* expression in undifferentiated *Prep1* ^*i/i*^ MSCs, as compared to wt cells (Fig. 1C). Moreover, Prep1 RNA levels of both wt and mutant cells remain virtually unchanged between undifferentiated and early differentiated cells. Consistently, we observed that the expression of critical mediators of adipogenesis is higher in *Prep1* ^*i*/*i *^cells, already at early time points after adipogenic induction (Fig. 1C). Interestingly, the mRNA levels of the early adipogenic markers Pparγ (p = 0.035) and adiponectin (Adipoq; p = 0.05) are significantly increased in *Prep1* ^*i*/*i *^MSCs, even in the absence of adipogenic induction, suggesting that Prep1 DR itself favors differentiation of MSCs towards an adipogenic fate. All the data obtained indicate that indeed *Prep1* ^*i/i*^ MSCs differ from their normal counterparts already at the undifferentiated state.

**Figure 1:**
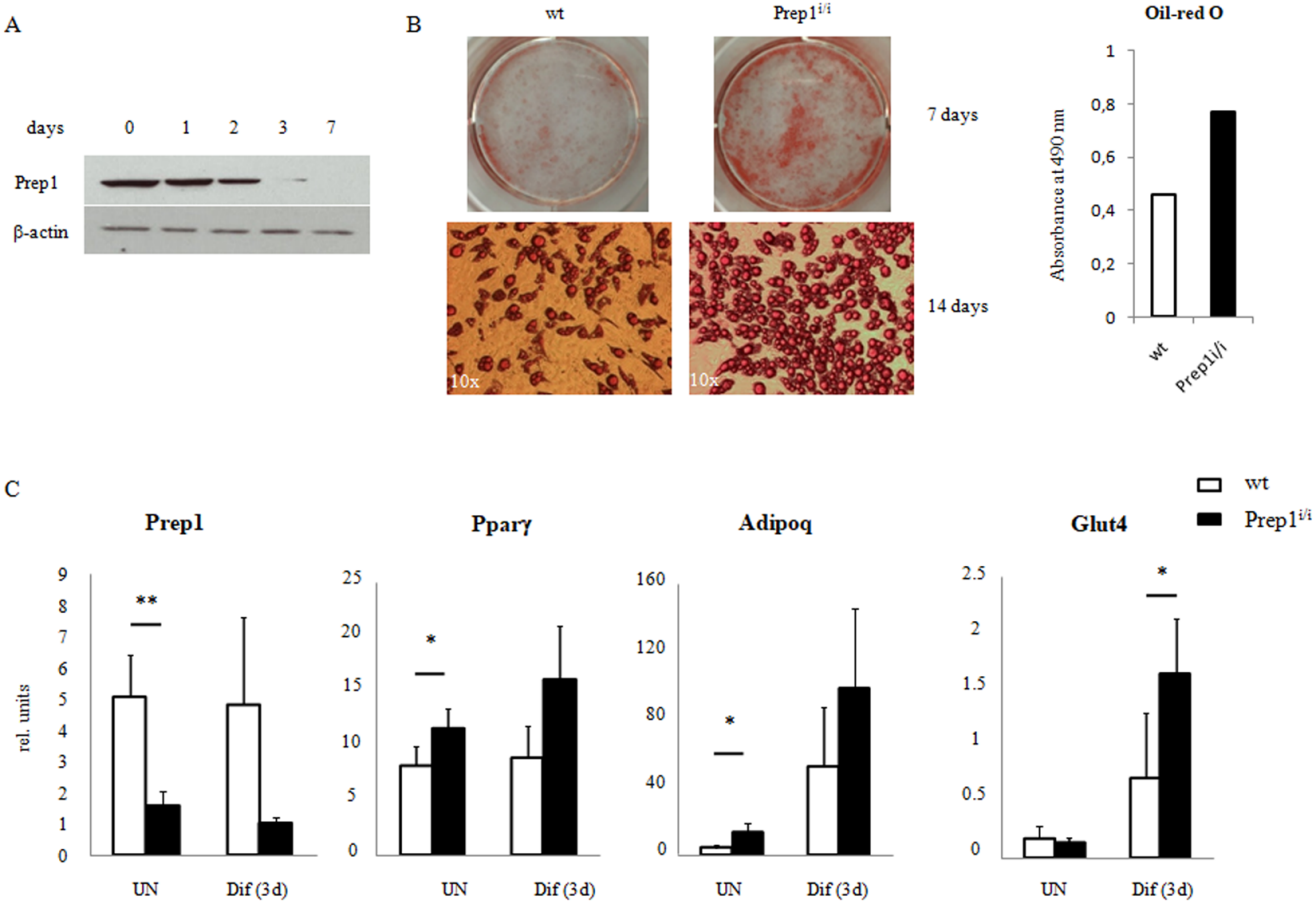
Bone marrow derived Mesenchymal Stromal Cells (MSC) from Prep1 hypomorphic mice exhibit enhanced adipogenic differentiation potential. (**A**) Immunobloting analysis of Prep1 protein in MSCs at different times of adipogenic differentiation. Days after the induction of differentiation are shown. β-actin Ab was used as a loading control. Full-length blots are presented in Supplementary Fig. S1. (**B**) Oil-red O staining of MSCs from wild-type (wt) or Prep1 hypomorphic (*Prep1* ^*i/i*^) mice bone marrow 7 or 14 days after addition of the differentiation cocktail. Quantification of Oil-red O staining by absorbance at 490 nm is shown. (**C**) qRT-PCR analysis of *Prep1*, *Ppar*γ, *Adipoq* and *Glut4* expression in MSCs from wild-type (wt) or Prep1 hypomorphic (*Prep1* ^*i*/*i*^) mice before (uninduced, UN) and 3 days after (Dif (3d)) induction of adipogenic differentiation. Each graph is representative of 3 independent experiments. Level of significance is indicated as follows *p ≤ 0.05, **p ≤ 0.01.

We observed these results only in MSC cells derived from 50% of the *Prep1* ^*i*/*i*^ bone marrows (n = 8). This is in perfect agreement with the non-penetrant embryonic and adult phenotype of these mice, as only 75% of the embryos die *in utero* and only 50% of the adult *Prep1* ^*i*/*i*^ mice develop tumors^14,23^.

Given the above observations obtained in *Prep1* ^*i/i*^ mesenchymal stromal cells and the intrinsic high levels of heterogeneity of MSCs, we decided to adopt a more homogeneous cell system to further investigate Prep1 function in the adipogenic process. In particular, we adopted the 3T3-L1 cell line frequently used as a model of *in vit* *ro* adipogenesis, and infected it with a lentivirus vector carrying a scrambled control virus (henceforth referred to as C cells) or two different Prep1 shRNAs (named P and P2 cells, respectively) (Supplementary Fig. S2A). We verified that *Prep1* expression level is maintained at a down-regulated status at least for three days after induction (Supplementary Fig. S2B). Figure 2A,B show that six days after induction, P cells presented at least twice more lipid droplets than C cells (p < 0.01). Similar results were obtained using the second shRNA2 (Supplementary Fig. S2C). The mRNA levels of the early adipogenic markers Pparγ1 and Pparγ2 are significantly increased (Fig. 2C). Therefore, a negative effect of Prep1 on adipogenesis was evident from both *ex vivo* derived MSCs and the already committed preadipocyte cell line 3T3-L1.

**Figure 2:**
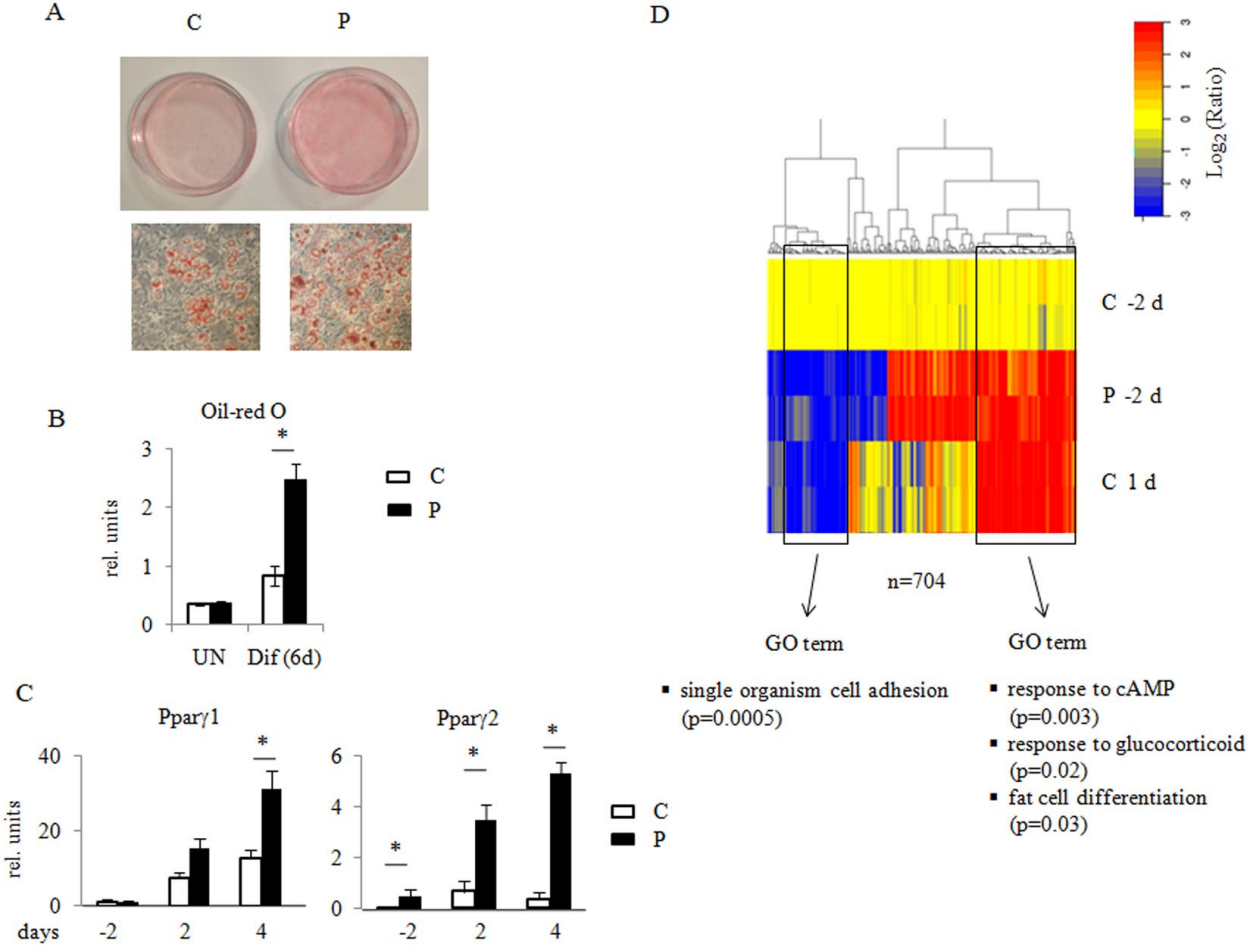
Prep1 down-regulation in 3T3-L1 cells results in an increased tendency towards adipogenic differentiation. (**A**) Oil-red O staining of 3T3-L1 control (C) and Prep1 down-regulated (P) cells 6 days after induction of adipogenic differentiation. (**B**) Quantification of Oil-red O staining by absorbance at 490 nm. UN - undifferentiated (n = 4); Dif (6d) - after 6 days of differentiation (n = 4), *p < 0.01. (**C**) qRT-PCR analysis of Pparγ1 and Pparγ2 RNA transcripts in 3T3-L1 cells before (−2), 2 (2) and 4 days (4) after adipogenic differentiation. Each graph is representative of 3 independent experiments +/− std. deviation. *p < 0.01. (**D**) Clustering heatmaps of gene expression changes assayed by RNA-seq from P and C cells before differentiation (−2 days) and control cells 1 day after differentiation (1 day), where n = 704 represents the number of the genes that changed their expression. The logarithm of ratios for each normalized RPKM is shown. Gene ontology (GO) terms of 3T3-L1 genes enriched by both differentiation of control cells (from day −2 to day +1) and by Prep1 down-regulation at day −2 are shown.

### Prep1 DR activates core set of adipogenic genes at a pre-induction stage

In order to explore at the transcriptional level the mechanism leading to the enhanced differentiation of P cells, we performed RNA-seq in C and P cells before (day −2) and 24 hours after induction of differentiation (accessible in GEO at the accession number GSE100057). 

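The C and P cells were 3T3-L1 cells, a mouse line of preadipocytes, infected with a scrambled shRNA or with an shRNA against Prep1. Each condition had 2 biological replicas, which makes 8 libraries. The libraries were sequenced on the Ion Torrent system, and the authors aligned the reads to the mm9 mouse genome with TopHat and deposited the number of reads counted on each of 24013 genes, without normalization. The paper's text does not name how reads from more than 1 gene or place, or from either strand, were counted. Replicas 1 and 2 had 24318961 and 20929962 counts in C cells at day −2, and 22433190 and 27614353 in P cells at day −2. At day 1 they had 25639150 and 25975739 in C cells, and 22267335 and 20428816 in P cells. At these depths, 3 counts in a library correspond to between 0.107 and 0.160 normalized counts, scaled to the size of the library (CPM), a floor that covers counting error only. Genes with too few counts were removed with edgeR's filter, which left 13339 genes, and the libraries were scaled by its TMM method. All 4 conditions were fitted in 1 model, and a gene was called when the adjusted p-value was under 0.1 and the ratio was over 2 or under 0.5. Prep1 itself, listed as Pknox1 (NCBI gene 18771), had 27.3 ± 1.16 CPM (SD, n = 2) in C cells and 17.8 ± 0.739 (SD, n = 2) in P cells at day −2. The log2 ratio was −0.62 (standard error 0.14, adjusted p = 0.0558 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At day 1 it had 37.3 ± 1.11 CPM (SD, n = 2) in C cells and 23.7 ± 0.125 (SD, n = 2) in P cells, a log2 ratio of −0.65 (standard error 0.14, adjusted p = 0.0575 from the same edgeR test). Its RNA was lower in every P library than in every C library of the same day, by less than the ratio threshold. An exact permutation test of 2 libraries against 2 cannot give a p below 0.333. With the replica number as a block, the adjusted p was 0.131 at day −2 and 0.148 at day 1, with the numbers of the P libraries at day 1 crossed it was 0.124 and 0.142, and with all day 1 numbers crossed, those of C and P cells, it was 0.0702 and 0.0794. When the libraries of a comparison were fitted without the other conditions, it was 0.374 at day −2 and 0.00622 at day 1. The replicas of P cells at day −2 lay farthest apart. Over 5600 genes above 5 on the log2 CPM scale, the log2 difference between them had an SD of 0.795, against 0.137 in C cells at day −2, 0.261 in C cells at day 1 and 0.121 in P cells at day 1. Libraries with the same replica number did not deviate together throughout. The correlation of their deviations across all genes was 0.209 for C and P cells at day −2, −0.0523 for C cells at day −2 and day 1, −0.149 for C cells at day −2 and P cells at day 1, −0.355 for P cells at day −2 and C cells at day 1, −0.275 for P cells at day −2 and day 1, and −0.153 for C and P cells at day 1. Over the genes above 5, these values were 0.438, −0.503, −0.197, −0.752, −0.192 and 0.137 in the same order, so that crossing all day 1 numbers makes all 6 positive. The main model had no block, and both crossed numberings were added after the data were seen.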

An expression ratio >2 or <0.5 was used as threshold to identify up- and down-regulated genes, respectively. 

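In C cells, 2723 genes were called at day 1 against day −2, of which 1432 were higher and 1291 lower. This count moved most when the ratio threshold was dropped, to 4743 genes. It was 2484 with the replica block, 2673 with the P numbers at day 1 crossed and 2815 with all day 1 numbers crossed. With library totals in place of TMM, 1215 were higher and 1455 lower, so the side with more genes depends on the scaling. The complement gene C3 (NCBI gene 12266) rose from 6.42 ± 0.439 CPM (SD, n = 2) to 694 ± 84.0 (SD, n = 2), a log2 ratio of 6.75 (standard error 0.20, adjusted p = 6.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The growth factor gene Igf2 (NCBI gene 16002) rose from 1.77 ± 0.0728 to 296 ± 8.93 CPM (SD, n = 2 each), a log2 ratio of 7.39 with a standard error of 0.24. Anxa3 (NCBI gene 11745) went from 142 ± 3.88 to 8.03 ± 0.146 CPM (SD, n = 2 each), a log2 ratio of −4.15 with a standard error of 0.14. Etv4 (NCBI gene 18612) went from 108 ± 4.53 to 1.31 ± 0.216 CPM (SD, n = 2 each), a log2 ratio of −6.37 with a standard error of 0.24. These 4 genes were the 2 higher and 2 lower with the lowest p under the rule for naming genes, which asks for no overlap between replicas.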

In C cells, the adipogenic-inducing cocktail affected the expression of 2,800 genes after the first 24 hours of differentiation (Table 1). 

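In P cells, 2406 genes were called at day 1 against day −2, of which 1020 were higher and 1386 lower. The count was 1213 when the C libraries were left out of the model, 2084 with the replica block, 2203 with the P numbers at day 1 crossed and 2502 with all day 1 numbers crossed. The genes called higher made up 42.4% of the total, and 54.5% when the libraries were scaled by their totals in place of TMM, a setting that moved the median log2 ratio of all genes to 0.195. Between P and C cells at day −2, 931 genes were called, of which 644 were higher and 287 lower in P cells. The count was 597 with the replica block, 674 with the P numbers crossed and 1026 with all day 1 numbers crossed. It was 81 when the day 1 libraries were left out of the model. The common model takes 1 spread per gene for all conditions, and the P replicas at day −2 lay farther apart than the others. Its adjusted p-values at day −2 can therefore be too small. The share called higher was 69.2%, and 55.4% with library totals, where the median of all genes moved to −0.175. Induction changed 1325 genes in the same direction in C and P cells and 16 in opposite directions. Another 1382 genes were called in C cells and not in P cells, and 1065 in P cells and not in C cells. Of the genes called in C cells only, 269 (19.5%) were already called in the same direction in P cells at day −2, and 1133 moved in the same direction by induction in P cells without passing the thresholds. The difference between the responses of P and C cells was tested as an interaction. It had an adjusted p-value under 0.1 for 316 genes, of which 258 had a lower and 58 a higher log2 ratio in P cells. It was found for 117 genes with the replica block, for 148 with the P numbers crossed and for 313 with all day 1 numbers crossed. Of the genes called in C cells only, 133 were among the 316.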

In fact, in P cells the total number of affected genes was lower because ~700 genes were already up- (446 genes) or down- regulated (259 genes) with respect to C cells before the induction (Table 1).

**Table 1:** RNA-seq analysis of the effect of Prep1 DR on differentiated and undifferentiated 3T3-L1 cells^#^.

	Effect of Differentiation in C cells* Number of genes.	Effect of Differentiation in P cells* Number of genes.	Comparison of P v. C cells before differentiation^$^ Number of genes.	Comparison of P v. C cells 24 h after induction^$^ Number of genes.
Up-regulated	1731	896	446	192
Down-regulated	1069	1077	259	346

^#^The data refer to the number genes up- (>2x) or down-regulated (>0.5x) as obtained by the RNA-seq data (padj < 0.1).

*Differentiated C or P cells 24 hrs after the addition of the inducing cocktail are compared with non differentiated cells (two days before the addition of the inducing cocktail).

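Between P and C cells at day 1, 542 genes were called, of which 244 were higher and 298 lower in P cells. The count was 899 when the day −2 libraries were left out of the model, 386 with the replica block, 428 with the P numbers at day 1 crossed and 560 with all day 1 numbers crossed. With library totals in place of TMM, 280 genes were higher and 261 lower, so here too the side with more genes depends on the scaling. Of the genes called at day 1, 203 were also called in the same direction at day −2, 18 in the opposite direction, and 321 were not called at day −2. The lipid droplet gene Cidec (NCBI gene 14311) had 0.515 ± 0.109 CPM (SD, n = 2) in C cells and 26.4 ± 0.593 (SD, n = 2) in P cells at day 1, a log2 ratio of 5.66 (standard error 0.26, adjusted p = 8.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene 4930550L24Rik (NCBI gene 75352) had 0.595 ± 0.0598 and 25.9 ± 1.71 CPM (SD, n = 2 each), a log2 ratio of 5.43 with a standard error of 0.22. Timp3 (NCBI gene 21859) had 7.71 ± 0.204 CPM in C cells and 0.579 ± 0.0269 in P cells (SD, n = 2 each), a log2 ratio of −3.72 with a standard error of 0.20. Rhou (NCBI gene 69581) had 225.0 ± 2.26 and 41.1 ± 1.08 CPM (SD, n = 2 each), a log2 ratio of −2.45 with a standard error of 0.13. The response to induction of Cidec and of Timp3 also differed between P and C cells, with interactions of 4.51 and −1.94 on the log2 scale.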

^$^Comparison between C and P cells 2 days before or 24 h after the addition of the inducing cocktail.

A heatmap with hierarchical clustering (Fig. 2D) showed the ratios between the RPKM (reads per kb per million aligned reads) of each gene versus the average of two control replicas at time −2 days. 

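For each gene called between P and C cells at day −2, the CPM of every library were set against the mean of the C libraries at day −2. The genes called higher had a median log2 ratio of 1.79 in replica 1 and 1.35 in replica 2 of P cells at day −2. In C cells at day 1 their median was 0.82 and 0.89, and in P cells at day 1 it was 1.39 and 1.40. The day 1 libraries are not part of the ratio by which the genes were called, but they took part in the filter and in the estimate of the spread. All these medians share the baseline of that ratio, the C libraries at day −2. The genes called lower had a median log2 ratio of −1.89 and −1.68 in P cells at day −2. It was −1.31 and −1.36 in C cells at day 1, and −2.10 and −2.27 in P cells at day 1. All the genes called had the same sign in both P replicas at day −2. A ratio over 2 was reached in replica 1 by 615 of the genes called higher, in replica 2 by 441 and in both by 412. A ratio under 0.5 was reached in replica 1 by 274 of the genes called lower, in replica 2 by 260 and in both by 247.

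**Figure D1:**
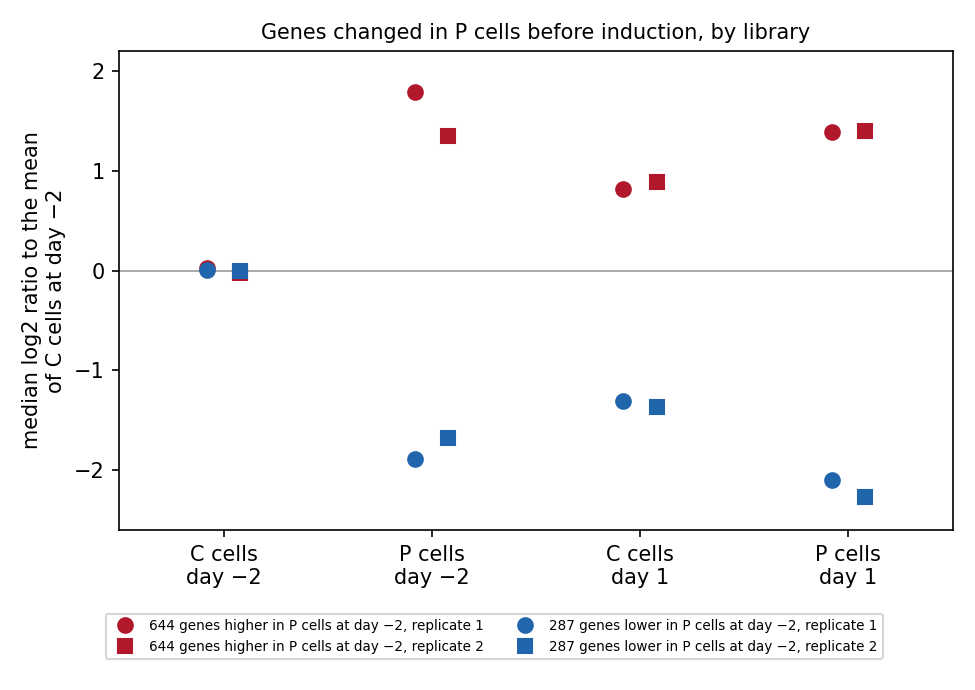
Median log2 ratio to the mean of the C libraries at day −2, by library, over the genes called higher (red) and lower (blue) in P cells at day −2. Circles are replica 1 and squares replica 2. The C libraries at day 1 lie on the same side of 0 as the P libraries at day −2 in both groups of genes.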

We included only those genes whose expression ratio was >2 or <0.5 and Benjamini-Hochberg adjusted p-value < 0.1. This analysis showed that a subset of the genes regulated by the inducing hormones in C cells, is already affected in the same direction in P cells before differentiation, i.e. in the absence of the hormones. This strongly suggests that endogenous Prep1 normally prevents adipogenic differentiation by some mechanism that can be counteracted by the inducing hormones.

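Of the genes called between P and C cells at day −2, 441 (47.4%, 95% Wilson confidence interval 44.2 to 50.6%) were called in the same direction by induction in C cells, 288 of them higher and 153 lower. Another 75 were called in the opposite direction and 415 were not called by induction. Among all genes tested, induction in C cells called 10.7% higher and 9.68% lower, 20.4% in either direction. The shared genes made up 44.7% of those higher and 53.3% of those lower in P cells. With library totals in place of TMM, 213 shared genes were higher and 184 lower, so their split depends on the scaling. With DESeq2 in place of edgeR the share was 41.4%, with each comparison fitted alone it was 60.5% (49 genes), with the replica block 49.2% (294 genes), with the P numbers at day 1 crossed 49.9% (336 genes) and with all day 1 numbers crossed 46.7% (479 genes). Among the genes called in both comparisons, the 2 directions went together with an odds ratio of 37.4 (two-sided Fisher's exact test across genes, p = 1.4e-59), although genes are not independent replicates. Across all genes tested, the log2 ratio of P to C cells at day −2 and that of induction in C cells had a Pearson correlation of 0.406 and a Spearman correlation of 0.368. Both ratios use the C libraries at day −2. With a separate C library as the baseline of each ratio, the Pearson correlation was 0.402 or 0.366. From the subset of genes already affected before the hormones were added, the paper proposes that endogenous Prep1 normally holds back adipogenic differentiation by a mechanism that the inducing hormones can counteract.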

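Among genes higher both in P cells at day −2 and by induction in C cells, the 5 with the largest change in both comparisons were Igfbp5 (NCBI gene 16011), Cyp2f2 (NCBI gene 13107), Epha3 (NCBI gene 13837), Hp (NCBI gene 15439) and Sorcs1 (NCBI gene 58178). Hp had 0.166 ± 0.0469 CPM (SD, n = 2) in C cells at day −2, 3.44 ± 0.328 (SD, n = 2) in P cells at day −2 and 17.1 ± 0.584 (SD, n = 2) in C cells at day 1. Its log2 ratio was 4.32 in P against C cells (standard error 0.29, adjusted p = 0.00142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.63 by induction in C cells with a standard error of 0.29. Induction in C cells raised Igfbp5 by a log2 ratio of 6.31 and Sorcs1 by 4.23. Cyp2f2 and Epha3 had 0 counts in both C libraries at day −2, so that only a lower bound of their change is known. Cyp2f2 was at least 3.08-fold higher in P cells at day −2 and at least 27.9-fold higher in C cells at day 1. Epha3 was at least 34.7-fold higher in P cells at day −2 and at least 1.04-fold higher in C cells at day 1, where it had at most 5 counts in a library. Among genes lower in both comparisons, the 3 with the largest change in both were Lgr6 (NCBI gene 329252), AU021092 (NCBI gene 239691) and Dynap (NCBI gene 75577). The log2 ratios of Lgr6 were −4.86 in P cells at day −2 and −6.13 by induction in C cells. Those of AU021092 were −3.26 and −4.56, and those of Dynap −4.10 and −3.64. With each library left out in turn, the value of Dynap in P cells at day −2 ran from −10.77 to −3.22, so its size is poorly determined. That of AU021092 by induction in C cells ran from −5.51 to −3.97. For Igfbp5, Cyp2f2, Hp, Sorcs1 and Lgr6, the response to induction differed between P and C cells in the interaction test, and for Cyp2f2 and Lgr6 it no longer did with the replica block or with either crossing of the day 1 numbers.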

The list of genes that are similarly affected by Prep1 DR at day −2 and by induction of adipogenic differentiation of control cells at day 1, is shown in Supplementary Table S1. Gene Ontology (GO) shows a statistically significant enrichment for the gene categories highlighted in Fig. 2D and listed in Supplementary Table S2. 

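Gene ontology annotation was not used here, and lists of genes written by hand before the data were seen took its place. Of 38 genes tested from a list for fat cell differentiation, 10 (26.3%) were called higher in P cells at day −2, against 4.77% of the other genes tested (adjusted p = 2.7e-05, one-sided Fisher's exact test, Benjamini-Hochberg over 3 lists, raw p = 8.9e-06). With the adjustment made over the list alone, 13 of its genes were called. Of 25 genes from a list for the response to cAMP, 7 (28.0%) were called higher (adjusted p = 2.0e-04, raw p = 1.3e-04, same exact test), or 8 with the adjustment over the list alone. Of 22 genes from a list for the response to glucocorticoid, 3 were called higher (13.6%, adjusted and raw p = 0.0873, same exact test), or 4 over the list alone. In edgeR's camera test over all genes of a list, adjusted over 8 lists, the mean log2 ratio was 0.72 for the fat cell list (adjusted p = 1.6e-04), 0.67 for the cAMP list (0.0023) and 0.24 for the glucocorticoid list (0.604), with 11 of its 22 genes higher. With the replica block, 8, 4 and 2 genes of the 3 lists were called (adjusted p = 5.6e-05, 0.0107 and 0.150, same exact test), with the P numbers at day 1 crossed 9, 4 and 2 (adjusted p = 1.2e-05, 0.0146 and 0.173), and with all day 1 numbers crossed 10, 6 and 3 (adjusted p = 3.9e-05, 0.00188 and 0.0967). When the day 1 libraries were left out of the model, 2, 0 and 0 were called. Without the filter on low counts, 4 genes of the glucocorticoid list were called (adjusted p = 0.0082, same exact test). The 10 genes of the fat cell list, named after their values were seen, were Adipoq, Cd36, Cebpa, Cebpb, Cebpd, Ebf1, Fabp4, Gpd1, Lpl and Plin1. Induction in C cells also called Cebpa, Cebpb, Cebpd, Gpd1 and Lpl higher, called Fabp4 lower and did not call the other genes. Adipoq was at least 1.94-fold higher in P cells at day −2, with at most 7 counts in a library. The adjusted p of Adipoq was 0.0641 in edgeR's quasi-likelihood test. In the same test it was 0.102 with the replica block and 0.121 with the P numbers at day 1 crossed, and with DESeq2 it was 0.120. Adipoq was not called in these 3 settings. The 7 genes of the cAMP list were Egr1, Fos, Fosb, Nr4a1, Nr4a3, Pde4b and Per1, and induction in C cells called all of them higher.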

The genes up-regulated in P cells belong to GO categories such as response to cAMP (p < 0.0004), response to glucocorticoid (p < 0.005), fat cell differentiation (p < 0.02). These data are in agreement with the observed phenotype displaying higher adipogenesis.

Overall, these results show that in 3T3-L1 cells Prep1 DR induces a major alteration in the gene expression pattern even before the adipogenic induction confirming the hypothesis that Prep1 acts as an inhibitor for the adipogenic differentiation program.

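Under the rule for naming genes, the 3 genes higher in P cells at day −2 with the lowest p were Sorcs1, Igfbp5 and 4930550L24Rik. Sorcs1 had 1.59 ± 0.178 CPM (SD, n = 2) in C cells and 34.6 ± 0.355 (SD, n = 2) in P cells, a log2 ratio of 4.44 (standard error 0.18, adjusted p = 9.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igfbp5 had 0.102 ± 0.0814 and 66.7 ± 21.4 CPM (SD, n = 2 each), a log2 ratio of 9.24 with a standard error of 0.45. 4930550L24Rik had 0.631 ± 0.0473 and 11.8 ± 0.505 CPM (SD, n = 2 each), a log2 ratio of 4.22 with a standard error of 0.22. The 3 lower genes with the lowest p were Sema5a (NCBI gene 20356), Rhou and Itga6 (NCBI gene 16403). Sema5a had 29.3 ± 2.91 CPM (SD, n = 2) in C cells and 4.30 ± 0.279 (SD, n = 2) in P cells, a log2 ratio of −2.77 (standard error 0.16, adjusted p = 0.00108 from the same edgeR test). Rhou had 77.1 ± 0.132 and 16.8 ± 0.396 CPM (SD, n = 2 each), a log2 ratio of −2.19 with a standard error of 0.13. Itga6 had 68.5 ± 0.984 and 14.1 ± 2.34 CPM (SD, n = 2 each), a log2 ratio of −2.28 with a standard error of 0.16. With each library left out in turn, the log2 ratio of Sorcs1 stayed between 4.33 and 4.56 and that of Sema5a between −2.87 and −2.66. It ran from 4.14 to 4.29 for 4930550L24Rik, from −2.22 to −2.16 for Rhou and from −2.46 to −2.11 for Itga6. That of Igfbp5 ran more widely, from 8.66 to 10.39. Igfbp5 had at most 4 counts in a C library at day −2, so the size of its ratio is set by values near the floor. The distance between the P replicas weighed more on the number of genes. Without a test, 2193 genes had a ratio over 2 or under 0.5 at day −2. There were 1845 to 5300 such genes when 1 of the 4 libraries was left out. Replica 1 of P cells set against replica 1 of C cells gave 4482 such genes, replica 2 of P cells against replica 2 of C cells gave 1438, and 913 genes passed in the same direction in both.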

### Prep1 DR affects pathways induced by all three adipogenic inducers

Given the observed changes in gene expression following Prep1 DR, one would expect that Prep1 may not specifically affect the action of a single adipogenic inducer. Therefore, to test such hypothesis, cells were incubated in media containing only one of the hormones needed for differentiation, i.e. insulin (Ins), dexamethasone (Dex) or IMBX^24^ starting two days after reaching confluence and the expression of key adipogenic markers was followed for 3 days. Pparγ1 and Pparγ2, two important mediators of adipogenesis, were induced more strongly in P rather than C cells also in the presence of Ins or Dex only. The same was observed for C/EBPα (Fig. 3A). Pparγ was even slightly induced in presence of serum only (FCS). The smaller increase of Pparγ after the addition of only IBMX may be due to the absence from the nucleus of the glucocorticoid receptor which must be pre-bound to chromatin for IBMX full activation^25^. Normalization was accomplished by assessing *Vinculin* expression. Similar results were observed also upon partial combinations of the adipogenic inducers.

**Figure 3:**
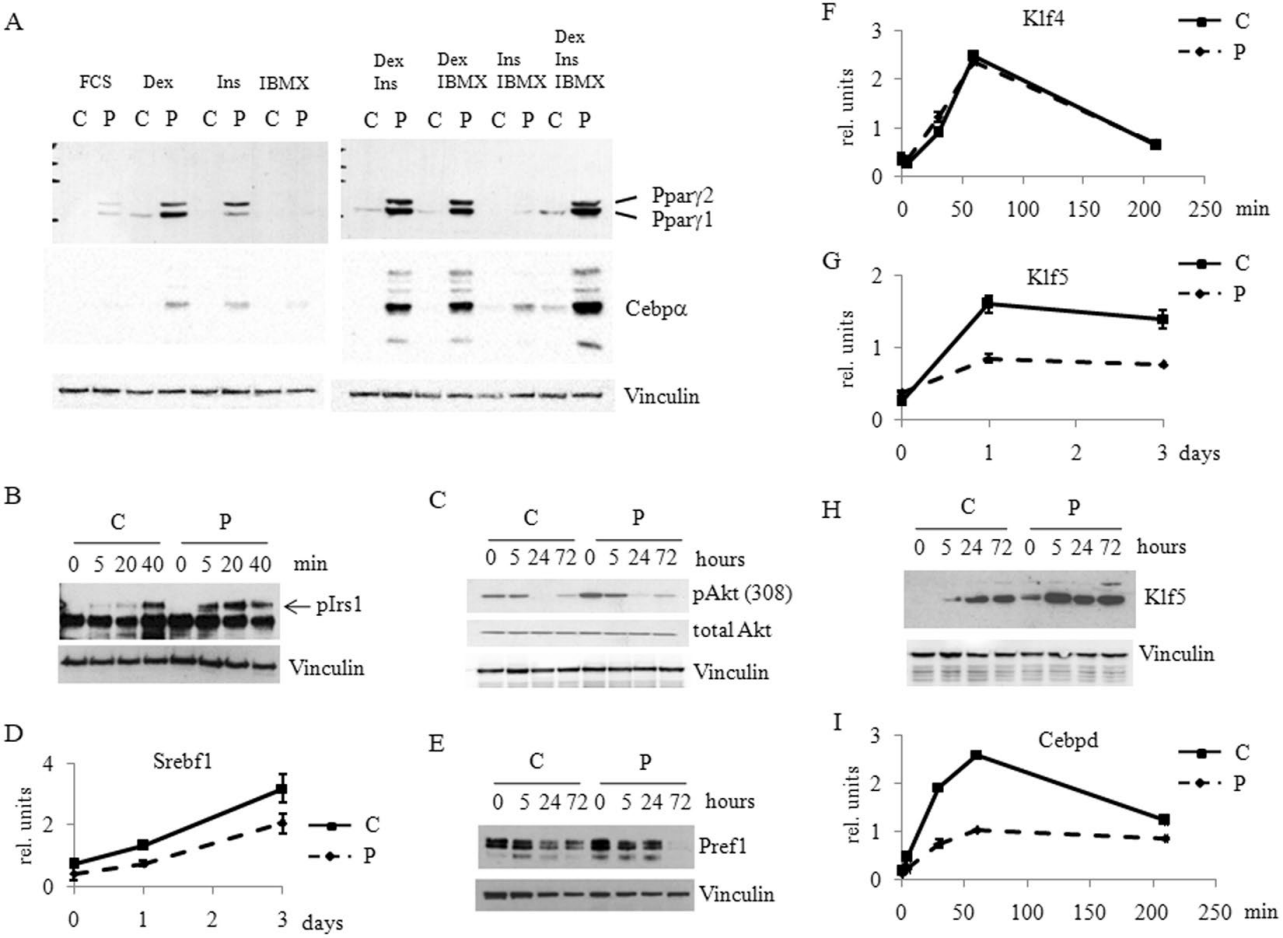
Prep1 down-regulation affects the expression and phosphorylation of key genes and proteins involved in adipogenic differentiation. (**A**) Immunoblotting analysis of Pparγ, C/EBPα and Vinculin (for loading control) in total cell lysates from C and P cells 3 days after induction of differentiation. For the induction Ins, Dex and IBMX as single agents in the presence of FCS or in various combinations, as indicated, were used. Full-length blots are presented in Supplementary Fig. S3. (**B**) Immunoblotting analysis of cell extracts from Prep1 down-regulated (P) and control cells (C) at various time points after induction using anti-phospho-Irs1 (Tyr941) Ab. Dex, Ins and IBMX in the presence of FCS were used to induce differentiation. The arrow shows the size of the phosphorylated form (pIrs1). Vinculin Ab was used to assess loading. Full-length blots are presented in Supplementary Fig. S4. (**C**) Immunoblotting of cell extracts from P and C cells at various time points after differentiation induction using anti-phospho-Akt (Thr308) Ab. Total Akt and Vinculin Abs were used as controls. Full-length blots are presented in Supplementary Fig. S5. qRT-PCR analyses of *Srebf1* (**D**), *Klf4* (**F**), *Klf5* (**G**) and *Cebpd* (**I**) expression in P (solid line) and C (dashed line) cells at different time points after induction. Relative gene expression was normalized to the levels of *Gapdh* expression. Immunoblotting of cell extracts from P and C cells at various time points after differentiation induction using anti-Pref1 (**E**) and anti-Klf5 (**H**) Abs. Vinculin Ab was used as loading control. Full-length blots are presented in Supplementary Figs S7 and S8, respectively.

We have tested the effect of Prep1 DR on other known targets of the adipogenic inducers. The insulin pathway appeared to be activated in P cells as shown by the strong and early phosphorylation of Insulin Receptor Substrate 1 (pIrs1; Fig. 3B) at already 5 min after induction with respect to C cells, that show major phosphorylation after 40 min. Such faster phosphorylation of Irs1 is accompanied by a stronger phosphorylation of Akt kinase at both Thr 308 (Fig. 3C) and Ser 473 (Supplementary Fig. S6A). In addition, the increased expression levels of *Sterol Regulatory Element Binding Transcription Factor 1* (*Srebf1*) in P cells (Fig. 3D) are consistent with activation of the Akt pathway^26,27^.

In the glucocorticoid pathway, dexamethasone-dependent silencing of *Pref1* was faster in P rather than C cells, as shown by its dramatic inactivation at 72 hours (Fig. 3E). Finally, also the cAMP pathway showed earlier and stronger activation. Indeed, even though two very early players of the pathway, *Klf4* and *Egr2* (aka as Krox20) do not change their expression at the RNA level in P as compared to C cells (Fig. 3F and Supplementary Fig. S6B), conversely, *Klf5*, a transcriptional regulator of Pparγ2 and a downstream target of C/EBPβ, is significantly up-regulated in P as compared to C cells, already a few hours after induction (Fig. 3G,H). Figure 3I also shows that the RNA level of *Cebpd* is significantly increased in P cells, as compared to control cells; a similar behavior is shown by the protein (Supplementary Fig. S6C). These results are also confirmed by the RNA-seq data (Supplementary Table S1) that show the increase of the *Cebpd* expression. 

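Cebpd (NCBI gene 12609) had 7.85 ± 1.69 CPM (SD, n = 2) in C cells and 48.7 ± 22.4 (SD, n = 2) in P cells at day −2. The log2 ratio was 2.63 (standard error 0.34, adjusted p = 0.00819 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The P replicas had 64.5 and 32.9 CPM, both above the C replicas, which had 6.65 and 9.04. The adjusted p was 0.0262 with the replica block, 0.0242 with the P numbers at day 1 crossed, 0.0147 with all day 1 numbers crossed, and 0.132 when the day 1 libraries were left out of the model. With each of the 4 libraries left out in turn, the log2 ratio stayed between 2.08 and 3.04. At day 1, Cebpd had 63.8 ± 3.72 CPM (SD, n = 2) in C cells and 68.5 ± 4.02 (SD, n = 2) in P cells, a log2 ratio of 0.10 (standard error 0.31, adjusted p = 0.940 from the same edgeR test). Its log2 ratio by induction was 3.02 in C cells and 0.49 in P cells, and the interaction of −2.53 had an adjusted p of 0.0617 from the same edgeR test. With the replica block it was 0.134, with the P numbers crossed 0.135 and with all day 1 numbers crossed 0.0851.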

Overall these data suggest that Prep1 is a general inhibitor of adipogenic differentiation.

In conclusion, it appears that Prep1 DR favors adipogenesis independently of the adipogenic inducer employed, activating essentially many of the adipogenic target genes, and acting at a very early stage preceding the induction of differentiation.

### Prep1 DR strongly increases C/EBPβ binding to chromatin

C/EBPβ is an essential and very early transcription factor in adipogenesis. Hence, the effects of Prep1 DR might be explained by its increase or activation^28^. The expression of *Cebpb*, however, was not significantly changed upon Prep1 DR as shown by RNA-seq analysis (Supplementary Table S1) and qPCR (Supplementary Fig. S6D). 

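Cebpb (NCBI gene 12608) had 102 ± 10.8 CPM (SD, n = 2) in C cells and 214 ± 63.9 (SD, n = 2) in P cells at day −2. The log2 ratio was 1.08 (standard error 0.23, adjusted p = 0.0453 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The P replicas had 259.5 and 169 CPM, and the C replicas 94.0 and 109. With the replica block the log2 ratio was 1.05 (adjusted p = 0.0896, same edgeR test), with the P numbers at day 1 crossed 1.07 (adjusted p = 0.0939, same edgeR test), and with all day 1 numbers crossed 1.07 (adjusted p = 0.0592, same edgeR test). It was 0.86 with library totals in place of TMM, where the ratio was under 2. When the day 1 libraries were left out of the model, it was 1.06 (adjusted p = 0.273, same edgeR test), and Cebpb was not called in either setting. With each of the 4 libraries left out in turn, the log2 ratio stayed between 0.75 and 1.35. At day 1, Cebpb had 312 ± 7.51 CPM (SD, n = 2) in C cells and 279 ± 37.3 (SD, n = 2) in P cells, a log2 ratio of −0.16 (standard error 0.23, adjusted p = 0.845 from the same edgeR test). Between P and C cells the difference at day 1 was within the spread between the replicas.

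**Figure D2:**
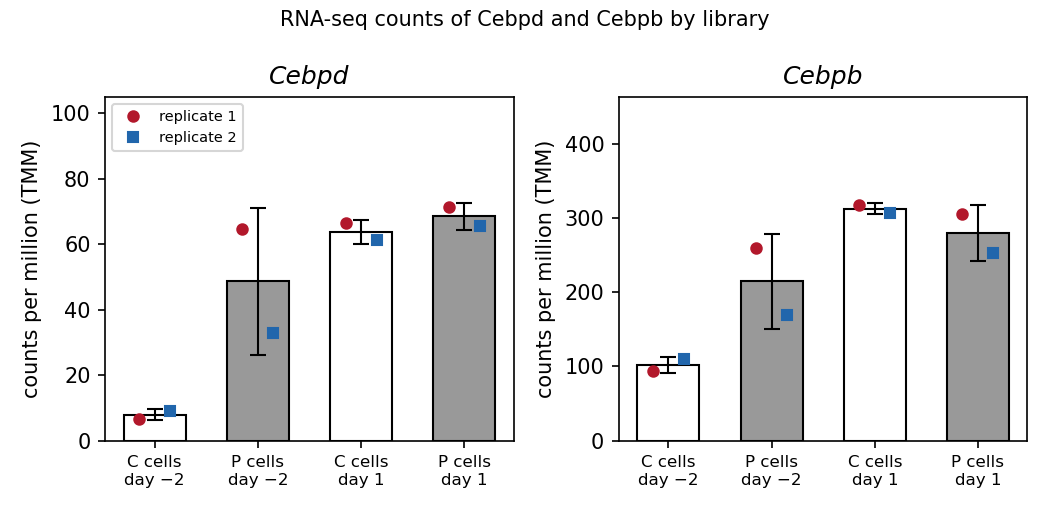
CPM of Cebpd and Cebpb in C cells (white bars) and P cells (grey bars) at day −2 and day 1. Bars are means, error bars the SD of 2 replicas, circles replica 1 and squares replica 2. At day −2 both P replicas lie above both C replicas for each gene.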

Since C/EBPβ must be phosphorylated in order to acquire its DNA-binding activity^29,30^, we checked whether the levels of total and phosphorylated C/EBPβ isoforms (LAP*, LAP, LIP) were affected by Prep1 DR. However, both total and phosphorylated levels of C/EBPβ (LAP is phosphorylated at Thr188, LIP is phosphorylated at Thr37) were equally affected in P v. C cells, at all times tested after the induction (Fig. 4A).

**Figure 4:**
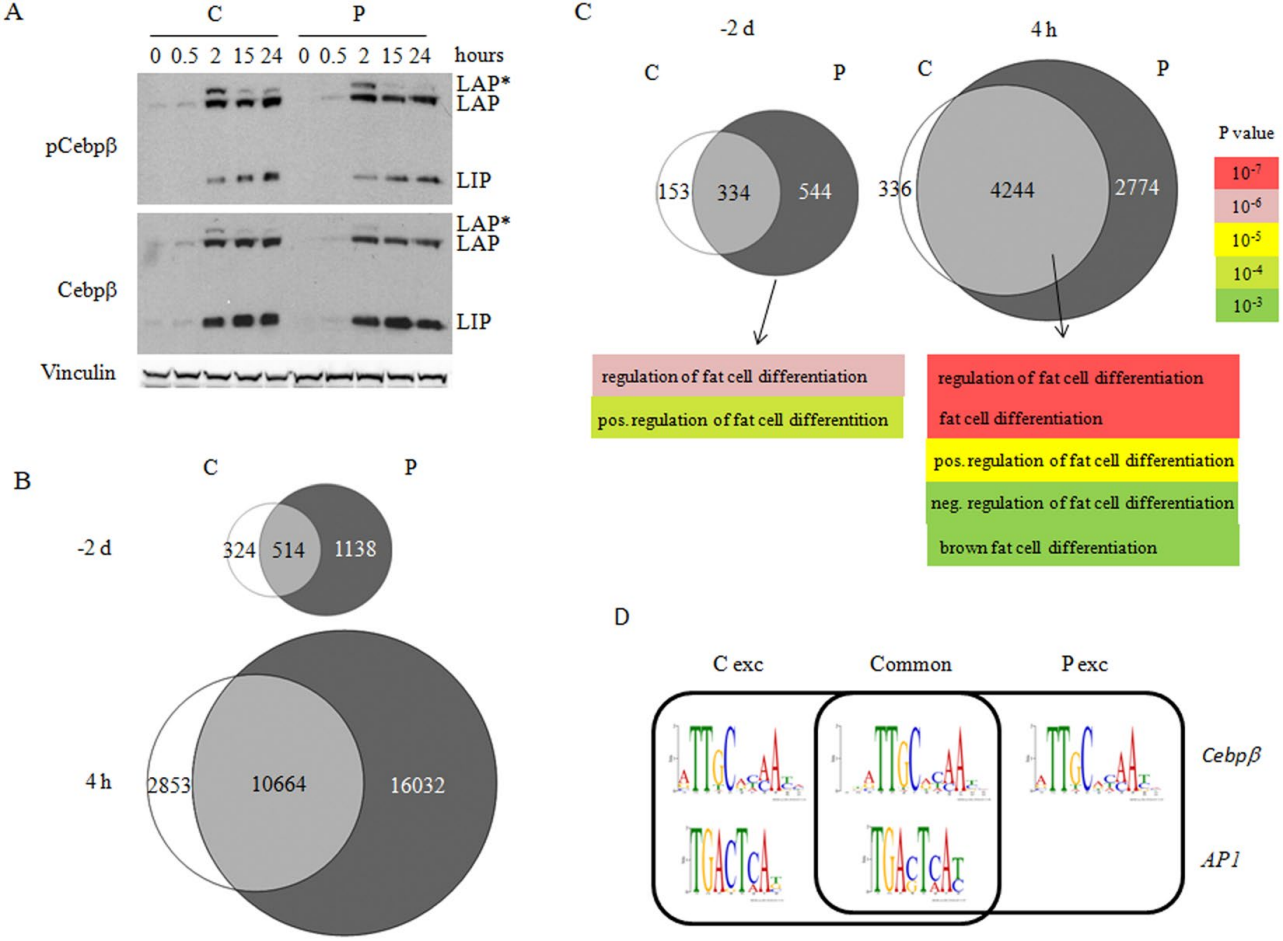
Prep1 down-regulation increases C/EBPβ binding to chromatin in 3T3-L1 cells without affecting C/EBPβ level and phosphorylation. (**A**) Immunoblotting analysis of cell extracts from P and C cells at various time points after induction using anti-phospho-C/EBPβ (Thr235), and total C/EBPβ Abs, recognizing three isoforms of C/EBPβ - LAP*, LAP, LIP. Vinculin Ab was used as loading control. (**B**) Venn diagrams of C/EBPβ binding peaks in Prep1 down-regulated (P) and control (C) cells before (−2 d) and 4 hours (4 h) after the induction of differentiation. (**C**) Venn diagrams and Gene Ontology analysis of genes bound by C/EBPβ in P and C cells before (−2 d) and 4 hours (4 h) after induction. (**D**) DNA-binding motifs (Cebpβ and AP1) of C/EBPβ binding sites in P and C cells before (−2 d) the induction of differentiation, depicting common and exclusive peaks.

Since C/EBPβ is the main player in the formation of multifactor complexes recruited on enhancers in chromatin hotspots already a few hours upon induction of differentiation^4^, we analyzed the effect of Prep1 DR on the binding landscape of C/EBPβ in 3T3-L1 cells comparing specific ChIP-seq at day −2 and 4 hours after induction in P v. C cells (accessible in GEO at the accession number GSE100057). The specificity of the C/EBPβ antibody used for ChIP was checked by western blot and proved that C/EBPβ is properly immunoprecipitated (Supplementary Fig. S9). Four hours after induction corresponds to the formation of transcription factor hotspots during adipogenesis^9^. The data obtained through our assays are reported in Table 2. Venn diagrams illustrating the effect of Prep1 DR on C/EBPβ DNA binding are shown in Fig. 4B. Prep1 DR induced a 2-fold increase of highly significant DNA-binding sites (p < 10^−5^) in P versus C cells before differentiation at day −2, and a further 2-fold increase 4 hours after induction of differentiation (Fig. 4B and Supplementary Fig. S10). The increase was distributed among all types of peaks, i.e. transcription start site associated (TSSA), intragenic (IG), close (CI)- and far-intergenic (FI) (Table 2), but their distribution among these categories was not affected. As C/EBPβ is the common transcription factor recruited in the hotspots established at 4 hours after the induction^4^, we tested the correspondence between the C/EBPβ peaks and the hotspots. Table 2 shows that 54% of the C/EBPβ peaks in differentiated control cells are present within hotspots; however, this fraction is increased to 74% in differentiated P cells. We conclude, therefore, that Prep1 DR strongly increases C/EBPβ binding to chromatin; this may occur because the absence of Prep1 provides a genomic environment better suited for C/EBPβ binding to DNA.

**Table 2:** ChIP-seq analysis of the effect of Prep1 DR on Cebpβ binding to DNA in C and P cells*.

	Undifferentiated C cells (−2 days)	Undifferentiated P cells (−2 days)	Differentiated C cells (+4 hrs)	Differentiated P cells (+4 hrs)
Total n. ofpeaks	838	1,652	13,517	26,696
TSSA^#^	58 (7)	91 (6)	484 (4)	989 (4)
IG^#^	309 (37)	652 (39)	5,671 (42)	11,603 (43)
CI^#^	136 (16)	248 (15)	1,991 (15)	3,600 (14)
FI^#^	335 (40)	661 (40)	5,371 (39)	10,504 (39)
number of hotspots overlapping with peaks^$^	NA	NA	6,074 (54)	8294 (74)

*The numbers refer to highly specific peaks (p < 10^−5^). The numbers in brackets show the percent of the peak categories versus total number of peaks.

^#^TSSA: transcription start site associated; IG: intragenic: CI: close intergenic (less than 20 Kb); FI: far intergenic (>20 Kb).

^$^hotspots’ coordinates established by^4^, NA - not available.

Regulatory elements regulate gene expression during adipogenic differentiation of 3T3-L1 cells even when they are Mbs away from a corresponding promoter^6^. We associated each peak located closer than 20 kbs to a transcription start site (TSSA), or located intragenically (IG), to the corresponding gene and found that the number of C/EBPβ-bound genes was also significantly increased in P cells both before and after differentiation (Fig. 4C). Moreover, at time day −2, i.e. before differentiation, GO analysis of the 544 genes bound by C/EBPβ exclusively in P cells (Fig. 4C) was enriched for such GO terms as “Regulation of fat cell differentiation” (p < 10^−6^) and “Positive regulation of fat cell differentiation” (p < 10^−4^). The same GO categories and few others related to adipogenesis (Fat cell differentiation, White fat cell differentiation) were enriched at 4 hours after induction in P cells*;* however, these genes were bound by C/EBPβ also in C cells.

The distribution of the enriched GO categories between P and C cells is shown in Supplementary Table S3, which also shows an overall increase in all peaks’ categories. It is important to notice that virtually none of the genes are exclusively bound by C/EBPβ in control cells before induction. We also checked whether the expression of these genes is changed at day −2 using our RNA-seq data. While more than half of C/EBPβ-bound genes from “Fat cell differentiation” category in P cells was up-regulated, none of the 6 control-specific genes changed their expression (data not shown). This is in agreement with the possibility of Prep1 regulating C/EBPβ access to DNA and hence allowing premature induction of expression of adipogenic genes.

We also analyzed the ChIP-seq C/EBPβ DNA binding motifs using MEME software. While Prep1 DR did not affect C/EBPβ binding to the canonical site^9^, the binding to the additional AP1 consensus sequences was greatly reduced (from 35% to less than 15%) in peaks exclusively bound in P cells (Fig. 4D). This is in line with Prep1 DR regulating C/EBPβ DNA-binding efficiency.

## Discussion

In this paper we have shown that Prep1 DR in 3T3-L1 preadipocytes and in *ex vivo Prep1 *hypomorphic MSCs predisposes to adipogenic differentiation (Figs 1 and 2). First, and most importantly, the effect of Prep1 DR, i.e. the activation of some markers of adipogenic differentiation, precedes the addition of the inducers. Moreover, Prep1 DR did not affect one single pathway activated by insulin, glucocorticoids or cAMP, i.e. the inducers of *in vitro* differentiation. Finally, the major effect of Prep1 DR was an increased binding of C/EBPβ to DNA which, however, was not explained by a direct effect on the level or activation of this protein.

Since Prep1 belongs to a family of proteins which are essential in embryonic development, it was initially considered as a direct regulator of development^16,31^. Although the *Prep1*-deficient phenotype, i.e. the lethality of the Prep1-deficient embryos in different organisms^13–15,18,32^, suggests a developmental function, the effects were never shown to be targeted on developmentally essential genes. Absence of Prep1 causes phenotypes that may be attributed to basic cellular activities, such as apoptosis and DNA damage^18^; however, differentiation of several cell lineages was observed^13,14,33^, implying that differentiation mechanisms may be altered. Nevertheless, the analysis of the DNA binding landscape displayed by Prep1 did not detect any distinct involvement in development/differentiation-related genes. Rather, the Gene Ontology analysis of the genes bound and regulated by Prep1 in E11.5 mouse embryos identified gene categories that belong to “basic cellular machineries or function” such as transcription regulation, DNA metabolism, signaling and chromatin modifications^12^. In addition, while *in vivo* Prep1 DR is not necessarily incompatible with life (*Prep1* ^*i/i *^hypomorphic mice show a partially-penetrant phenotype)^14,23^, induction of differentiation of Prep1 DR ES cells has shown dramatic effects^19^.

Therefore, we proposed that also the phenotype of Prep1 DR 3T3-L1 and of *Prep1* ^*i*/*i *^mesenchymal adipogenic progenitors may be considered under this angle. The phenotypes observed in both systems appear to be secondary to a fundamental effect, which is already in place before the induction of differentiation, and becomes evident only after the addition of the differentiation cocktail. We hypothesize that Prep1 DR modifies chromatin organization. For example, the increased binding landscape of C/EBPβ might be due to the presence of a more accessible, Prep1-dependent, chromatin architecture. As Prep1 is a regular transcriptional partner of Pbx1 and since Pbx1 DR also shows a similar phenotype to Prep1 DR, one wonders how much of the Pbx1 function is due to a specific differentiation function and how much is due to more basic cellular activities.

In conclusion, we have shown for the first time that Prep1 transcription factor is required for adipogenic differentiation of both a preadipocytic cell line and of *ex vivo* mesenchymal progenitor cells. It performs its action indirectly, inducing an extensive DNA binding of C/EBPβ at the early stages of the adipogenic process. The mechanism of this induction remains to be elucidated.

## Methods

### *In vitro* cultures of Mesenchymal Stromal Cells (MSCs) and 3T3-L1 cells

Mice were sacrificed by cervical dislocation before collecting tibias and femurs. Bone marrow cells were flushed and seeded in culture using MesenCult Basal Medium supplemented with 20% Mesenchymal Mouse Stimulatory Supplement (StemCell Technologies) and 1% Pen-Strept (Life Technologies) (Complete Medium). Cells were grown at 37 °C in humidified atmosphere at 5% CO_2_. Medium was changed every 3 days and cells were trypsinized at confluence and reseeded at 2 × 10^4^ cells/cm^2^ (passage 1, p1). All experiments were performed at passage 2 (p2). All the experimental protocols on mice were conducted in compliance with DL 26/2014: implementation of European Directive 2010/63 on the protection of animals used for scientific purposes. All animal experiments were approved by the Institutional Animal Care and Use Committee of the CNR Research Campus in Pisa.

3T3-L1 cells were cultured in DMEM medium containing 10% BCS. Prep1 down-regulated 3T3-L1 cells were obtained by infection with a pLKO.1-based lentivirus containing Prep1-specific shRNA1 (5′ - AACCAGTTGTTGACTTGAAGC - 3′) or shRNA2 (5′-TTGCTTCCTGACAAAGTTCTC-3′) and control cells were infected with a scrambled shRNA. Cells were selected in puromycin for 3 days. The level of Prep1 expression was verified by immunoblotting using anti-Prep1 monoclonal B2 antibody (sc-25282, Santa Cruz Biotechnology, Santa Cruz, USA).

### Adipogenic differentiation

MCSs were seeded at p2 at 2 × 10^4^ cells/cm2 and at 80% confluence the Complete Medium was replaced with Adipogenic Induction Medium (MesenCult Basal Medium supplemented with 20% AdipogenicStimulatory Supplement (StemCell Technologies) and 1% Pen-Strept (Life Technologies) we followed the manufacturer’s recommendations.

For adipogenic differentiation of 3T3-L1 cells, two days after confluence the medium was changed to differentiation medium I containing 1 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, and 1 μg/ml insulin in DMEM containing 10% of FBS. Two days after the induction of differentiation the medium was changed do differentiation medium II containing only 1 μg/ml insulin in the presence of 10% of FBS. After 4 days of differentiation the medium was changed to differentiation medium III containing only 10% of FBS.

### Oil Red O staining

Differentiated 3T3-L1 and MSC cells were stained by Oil-red O using a standard protocol^34^. Briefly, cells were fixed in 3.7% of formaldehyde in PBS for 30 min at room temperature and then stained in 0.3% of Oil Red O in 60% of isopropanol for 30 min at room temperature. For quantification assays, Oil Red O was extracted from the stained cells by using 100% isopropanol and absorption was measured at 490 nm.

### ChIP-seq

Chromatin immunoprecipitations (IP) were performed using standard methods with anti-C/EBPβ C19 antibody (sc-150, Santa Cruz Biotechnology, Santa Cruz, USA). Cells were cross-linked in complete medium (10% FBS) containing 1% formaldehyde for 10 min, and glycine was added to stop the reaction (125 mM final concentration). Fixed cells were washed three times (5 min each) in cold PBS and lysed in LB1 buffer (containing 0.5% NP-40 and 0.25% triton X-100). Nuclei were washed in LB2 buffer (10 mM Tris-HCl pH 8 and 200 mM NaCl) to remove detergents and resuspended in LB3 buffer (containing 0.1% Na-deoxycholate and 0.5% N-lauroylsarcosine). Chromatin was sonicated in Covaris ultrasonicator to obtain fragments ranging 150–250 bps. Sonicated chromatin was incubated with antibody-bound protein G-conjugated magnetic beads (Invitrogen, Carlsbad, USA). For each IP we used 20 μg of  antibody. IP with rabbit IgG was performed as negative control. After overnight IP at 4 °C the bound complexes were washed twice in WB1 (50 mM Hepes-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton-X100, 0.1% Na-doexycholate), twice in WB2 (50 mM Hepes-KOH pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton-X100, 0.1% Na-deoxycholate) and twice in LiCl WB (10 mMTris-Cl pH 8.0, 250 mMLiCl, 0.5% NP-40, 0.5% Na-deoxycholate, 1 mM EDTA). Immunoprecipitated complexes were eluted from the beads by incubation for 30 min in EB (2% SDS in TE) at 65 °C. The eluted material was reverse cross-linked at 65 °C overnight and incubated for 1 h at 55 °C with proteinase K. DNA was purified with a PCR purification kit (Qiagen, Netherlands). ~10 ng of immunoprecipitated DNA was processed for sequencing. After library preparation DNA was sequenced using an Ion-Torrent system. After eliminating artifacts with FASTX-Toolkit v.0.0.13.2, reads were aligned to the mm9 genome using Bowtie v.0.12.8 (3), allowing up to two mismatches per read and discarding reads with more than one mapping. Duplicate reads were removed using Samtoolrmdup v 0.1.18. Then we down-sampled mapped reads to 8 mln using Samtools v 1.3.1.

To identify enriched domains we used MACS version 2.0.10.20131028 with default parameters^35^, except for p-value threshold (10e-5).The reads were mapped against the mm9 mouse genome. De novo motif discovery was run to identify consensus sequences enriched in the selected regions versus the whole genome using MEME-SUITE as de novo motif finder algorithm^36^.

### RNA-seq

For RNA-seq, total RNA was purified and the library prepared. For each time point (−2 days and 1 day) and sample (control and Prep1 down-regulated) we used 2 biological replicas. The sequencing was performed using Ion-Torrent system. After eliminating artifacts with FASTX-Toolkit v.0.0.13.2, reads were aligned to the mm9 reference using Tophat v2.0.9. Then GenomicFeatures, GenomicRanges and GenomicAligments R libraries were used to count the number of reads with respect to the annotation reference (UCSC, genome = ‘mm9’, tablename = ‘refGene’). Differentially expressed genes between different conditions were retrieved using DESEQ R library^37^, filtering the results using padj <0.1 as a threshold. Gene ontology analysis was performed using Gorilla software^38^.

The heat maps were drawn plotting the ratios between each of normalized RPKM versus the average of two control replicas at each time point and sample.

### qPCR and immunoblotting

RNA extraction was processed according to the RNeasy (QIAGEN) protocol. After genomic DNA degradation with the RNase-Free DNase kit (QIAGEN), reverse transcription was performed with the Superscript III (Invitrogen). For *Srebf1*, *Klf4*, *Klf5*, *Krox20*, *C*/*EBP*δ, *C*/*EBP*β, *Prep1*, *Glut4* expression analysis, cDNAs were subjected to qRT-PCR on a Roche LightCycler480 (Roche) using predesigned primers (RealTime ready assays, Roche). Sequences are available upon request. Results were normalized to *Gapdh* gene expression.

Antibodies used were anti-Prep1 (Santa Cruz sc-25282), anti-C/EBPα (D56F10 Cell signaling Technology #8178), anti-C/EBPβ (sc-150, Santa Cruz Biotechnology, Santa Cruz, USA), anti-phospho-C/EBPβ (Thr235) (Cell Signaling Technology #3084), anti-C/EBPδ (sc-151, Santa Cruz Biotechnology, Santa Cruz, USA), anti-Pparγ (81B8, Cell signaling Technology #2443), anti-pIrs1 (Tyr941) (07-848-I Millipore), anti-pAkt (Ser473) (D9E Cell signaling Technology #4060), anti-pAkt (Thr308) (D25E6 Cell signaling Technology #13038), anti-Klf5 (Abcam ab24331), anti-Vinculin (Sigma V9131).

### Data availability

The datasets generated during the current study are available in the GEO (accession number GSE100057).

## Electronic supplementary material

Supplementary information

## References

[1] Spalding KL (2008). Dynamics of fat cell turnover in humans. Nature.

[2] Jeffery E, Church CD, Holtrup B, Colman L, Rodeheffer MS (2015). Rapid depot-specific activation of adipocyte precursor cells at the onset of obesity. Nat Cell Biol.

[3] Berry R, Jeffery E, Rodeheffer MS (2014). Weighing in on adipocyte precursors. Cell Metab.

[4] Siersbaek R (2011). Extensive chromatin remodelling and establishment of transcription factor ‘hotspots’ during early adipogenesis. EMBO J.

[5] Siersbaek R, Nielsen R, Mandrup S (2012). Transcriptional networks and chromatin remodeling controlling adipogenesis. Trends Endocrinol Metab.

[6] Siersbaek M (2017). High fat diet-induced changes of mouse hepatic transcription and enhancer activity can be reversed by subsequent weight loss. Sci Rep.

[7] Fu M (2005). A Nuclear Receptor Atlas: 3T3-L1 adipogenesis. Mol Endocrinol.

[8] MacDougald OA, Lane MD (1995). Transcriptional regulation of gene expression during adipocyte differentiation. Annu Rev Biochem.

[9] Siersbaek R (2014). Molecular architecture of transcription factor hotspots in early adipogenesis. Cell Rep.

[10] Lefterova MI, Haakonsson AK, Lazar MA, Mandrup S (2014). PPARgamma and the global map of adipogenesis and beyond. Trends Endocrinol Metab.

[11] Monteiro MC (2011). PBX1: a novel stage-specific regulator of adipocyte development. Stem Cells.

[12] Penkov D (2013). Analysis of the DNA-binding profile and function of TALE homeoproteins reveals their specialization and specific interactions with Hox genes/proteins. Cell Rep.

[13] Fernandez-Diaz LC (2010). The absence of Prep1 causes p53-dependent apoptosis of mouse pluripotent epiblast cells. Development.

[14] Ferretti E (2006). Hypomorphic mutation of the TALE gene Prep1 (pKnox1) causes a major reduction of Pbx and Meis proteins and a pleiotropic embryonic phenotype. Mol Cell Biol.

[15] Di Rosa P (2007). The homeodomain transcription factor Prep1 (pKnox1) is required for hematopoietic stem and progenitor cell activity. Dev Biol.

[16] Berthelsen J, Zappavigna V, Mavilio F, Blasi F (1998). Prep1, a novel functional partner of Pbx proteins. EMBO J.

[17] Berthelsen J, Kilstrup-Nielsen C, Blasi F, Mavilio F, Zappavigna V (1999). The subcellular localization of PBX1 and EXD proteins depends on nuclear import and export signals and is modulated by association with PREP1 and HTH. Genes Dev.

[18] Deflorian G (2004). Prep1.1 has essential genetic functions in hindbrain development and cranial neural crest cell differentiation. Development.

[19] Laurent A (2015). ChIP-Seq and RNA-Seq analyses identify components of the Wnt and Fgf signaling pathways as Prep1 target genes in mouse embryonic stem cells. PLoS One.

[20] Dardaei L (2015). Tumorigenesis by Meis1 overexpression is accompanied by a change of DNA target-sequence specificity which allows binding to the AP-1 element. Oncotarget.

[21] Blasi, F., Bruckmann, C., Penkov, D. & Dardaei, L. A tale of TALE, PREP1, PBX1, and MEIS1: Interconnections and competition in cancer. *Bioessays*, doi:10.1002/bies.201600245 (2017).10.1002/bies.20160024528322463

[22] Penkov D (2005). Involvement of Prep1 in the alphabeta T-cell receptor T-lymphocytic potential of hematopoietic precursors. Mol Cell Biol.

[23] Longobardi E (2010). Prep1 (pKnox1)-deficiency leads to spontaneous tumor development in mice and accelerates EmuMyc lymphomagenesis: a tumor suppressor role for Prep1. Mol Oncol.

[24] Helledie T (2002). The gene encoding the Acyl-CoA-binding protein is activated by peroxisome proliferator-activated receptor gamma through an intronic response element functionally conserved between humans and rodents. J Biol Chem.

[25] Pantoja C, Huff JT, Yamamoto KR (2008). Glucocorticoid signaling defines a novel commitment state during adipogenesis *in vitro*. Mol Biol Cell.

[26] Lee YS (2007). Chromatin remodeling complex interacts with ADD1/SREBP1c to mediate insulin-dependent regulation of gene expression. Mol Cell Biol.

[27] Ayala-Sumuano JT (2011). Srebf1a is a key regulator of transcriptional control for adipogenesis. Sci Rep.

[28] Steger DJ (2010). Propagation of adipogenic signals through an epigenomic transition state. Genes Dev.

[29] Piwien-Pilipuk G, MacDougald O, Schwartz J (2002). Dual regulation of phosphorylation and dephosphorylation of C/EBPbeta modulate its transcriptional activation and DNA binding in response to growth hormone. J Biol Chem.

[30] Cristancho AG, Lazar MA (2011). Forming functional fat: a growing understanding of adipocyte differentiation. Nat Rev Mol Cell Biol.

[31] Moens CB, Selleri L (2006). Hox cofactors in vertebrate development. Dev Biol.

[32] Modica L, Iotti G, D’Avola A, Blasi F (2014). Prep1 (pKnox1) regulates mouse embryonic HSC cycling and self-renewal affecting the Stat1-Sca1 IFN-dependent pathway. PLoS One.

[33] Micali N, Ferrai C, Fernandez-Diaz LC, Blasi F, Crippa MP (2009). Prep1 directly regulates the intrinsic apoptotic pathway by controlling Bcl-XL levels. Mol Cell Biol.

[34] Kraus NA (2016). Quantitativeassessment of adipocyte differentiation in cell culture. Adipocyte.

[35] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[36] Bailey TL (2009). MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res.

[37] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[38] Eden E, Navon R, Steinfeld I, Lipson D, Yakhini Z (2009). GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. BMC Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

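RNA was sequenced from 3T3-L1 cells with a scrambled shRNA (C cells) and with an shRNA against Prep1 (P cells), at day −2, before induction, and at day 1. Each of the 4 conditions had 2 biological replicas. The authors removed artifacts from the Ion Torrent reads with the FASTX-Toolkit, aligned them to the mm9 genome with TopHat, and counted the reads per NCBI gene against the UCSC refGene annotation with the R packages GenomicFeatures, GenomicRanges and GenomicAlignments. The deposited values are these counts, whole numbers for 24013 genes in 8 libraries, without normalization. The counting of reads from more than 1 gene or place, and the use of the strand, are not named in the paper's text. The paper called genes with DESeq and analysed ontology terms with GOrilla.

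Gene symbols came from a RefSeq list of a later genome build (GRCm38.p6), used for names and gene lengths only. It gave a symbol for 23929 of the genes, and 84 had none and kept their number. No coordinates on mm9 were used.

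The libraries held between 20428816 and 27614353 counts (median 23376076) on 16232 to 18484 genes. A single gene without a symbol (NCBI gene 100861531) took between 4.29% and 6.89% of the counts of a library. The TMM factors lay between 0.837, for replica 1 of P cells at day −2, and 1.08. A signal of 3 counts corresponded to between 0.107 and 0.160 CPM. This floor and the confidence intervals cover counting error only.

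The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with too few counts were removed with filterByExpr on the 4 conditions, which left 13339 genes. The libraries were scaled by TMM, and CPM were computed from the scaled sizes, with a prior count of 2 on the log2 scale. A quasi-likelihood model with 1 mean per condition was fitted to all libraries. It was chosen because 2 replicas per condition leave little to estimate the spread from in a fit of a single comparison. This fit takes 1 spread per gene for all conditions, and the P replicas at day −2 lay farthest apart. Its p-values can therefore be too small where P cells at day −2 take part and too large elsewhere. Fitted alone, the calls rose from 2723 to 3144 by induction in C cells and from 542 to 899 at day 1. They fell from 931 to 81 at day −2 and from 2406 to 1213 by induction in P cells. The 4 comparisons were day 1 against day −2 in C cells and in P cells, and P against C cells at day −2 and at day 1. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.1 and its ratio was over 2 or under 0.5, the thresholds the paper gives. The difference between the responses of P and C cells was tested as an interaction, called at an adjusted p-value under 0.1 without a threshold on its size. All p-values of genes are two-sided.

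The replica numbers came from the labels of the libraries, which do not say whether the numbers mark cultures handled together. The deviations of libraries with the same number were therefore correlated across genes, and a model with the number as a block was kept as an alternative. Over all genes, 5 of the 6 correlations between conditions were negative. A block with the numbers of the P libraries at day 1 crossed makes 4 of them positive, and a block with all day 1 numbers crossed, those of C and P cells, makes 5 of them positive. Both were added after the data were seen.

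The overlap between comparisons was counted as genes called in the same direction, with a Wilson interval at the 95% level. Lists of genes for fat cell differentiation, the response to cAMP, the response to glucocorticoid, proliferation, the interferon response, Hox genes, targets of p53 and the serum response were written by hand. They stand in for ontology terms and are not the terms of the paper. The first 3 were tested with Fisher's exact test, one-sided, against all other genes tested, and all 8 with edgeR's camera test, two-sided, with a correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. A list was counted in the camera test at an adjusted p-value under 0.05. The correlation between genes was preset, so p-values of lists whose genes vary together more than this can be too small.

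The genes named are those the paper names and the table lists, apart from 1 that was not used here, and genes chosen by rank. In P against C cells at day −2, these are the 3 higher and 3 lower called genes with the lowest p. In P against C cells at day 1 and in the induction of C cells, they are the 2 higher and 2 lower. Each needed a mean of at least 50 counts over the libraries and no overlap between the replicas of the conditions. Among genes changed in the same direction at day −2 and by induction in C cells, they are the 5 higher and 3 lower with the largest smaller change in both. Any other gene is marked as named after its values were seen.

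The method was tested on 3 simulated sets of 13339 genes, each with 200 genes changed 4-fold. Between 87.0% and 92.5% of the changed genes were called, with 15 to 25 false calls. An overlap of 50% between comparisons came out as 42.6% to 43.5%. These values do not measure false calls for replicas as far apart as those of P cells before induction.

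The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors or library totals in place of TMM, no filter on low counts, a filter of at least 10 counts in every library, each comparison fitted with its own conditions only, the replica block, an adjusted p-value under 0.05, no ratio threshold, and each library left out in turn. The 2 crossed blocks and a covariate along the main direction of difference between replicas were added after the data were seen. The covariate was computed from the same differences between replicas that it then removes. P-values from fits with it can therefore be too small. With a library left out, a condition has 1 library, so ratios are given without a p-value. With 2 replicas per condition, no test for an outlying library and no regrouping of the libraries could be made.

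The ChIP-seq, qPCR, blotting and mesenchymal cell experiments were not analysed here. Gene ontology annotation and the list of genes bound by C/EBPβ were not used here, so the ontology terms and the expression of the bound genes were not computed.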

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

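The tests of replica 1 of P cells, of reads counted for several genes and of paralogs in this part were chosen only after the result was seen. Adjusted p-values of genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and those of lists from edgeR's camera test.

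The response to induction differed between P and C cells for 316 genes in the interaction test, against 1922 genes at an unadjusted p under 0.05. This is a difference between groups that the paper does not test. The response was lower in P cells for 258 of them and higher for 58. The interaction contains the difference at day −2, so that the 191 genes that were also called at day −2 do not test where it comes from. The count was 323 with DESeq2's size factors, 272 with library totals, 401 without the filter, 310 with at least 10 counts in every library and 886 with DESeq2. It was 117 with the replica block, 148 with the P numbers at day 1 crossed and 313 with all day 1 numbers crossed.

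Replica 1 of P cells at day −2, which lies far from replica 2, was weighed first. The interaction computed from the replicas numbered 1 and that from the replicas numbered 2 share no library, and they correlated across all genes with r = 0.494, which does not bear on the 316 genes in particular. Among the 316 genes, 170 were farther from 0 in the replicas numbered 1, and the median size was 1.98 there and 1.87 in the replicas numbered 2. The test favours genes on which the replicas go together, so these values do not exclude a part of replica 1 for single genes. Reads counted for several genes were weighed next. Among genes whose counts lay within 5% of those of another gene with the same first 3 letters in every library, 46 in all, 21 were Pcdhg genes and 5 were Ugt1a genes. Only 5 of the 316 genes were of this kind, which leaves most of the pattern. GC content was not tested, and the gene lengths used include introns, so the pattern cannot be told apart from a bias of composition or length. A changed response after loss of Prep1 remains a hypothesis.

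Of the 35 genes named under the rule, 15 had an interaction. The log2 interaction was 2.83 for Sema5a, 1.46 for Itga6, 4.51 for Cidec, 5.24 for Adipoq, 4.46 for Lgr6 and 9.10 for Slc2a4. It was −2.84 for Sorcs1, −6.21 for Igfbp5, −4.91 for Hp, −4.94 for Cyp2f2, −1.94 for Timp3 and −1.61 for C3. It was −2.61 for Cebpa, −2.53 for Cebpd and −2.44 for Egr2. The adjusted p-values ran from 0.00399 for Sema5a and Hp to 0.0939 for Adipoq. The 15 genes had the same sign in both replica numbers. For Cebpa, Cebpd and Egr2 the value was farther from 0 in replica 1 (−3.08, −3.16 and −3.09) than in replica 2 (−1.73, −1.75 and −1.60), and their adjusted p-values were 0.176, 0.134 and 0.133 with the replica block and 0.0863, 0.0851 and 0.0861 with all day 1 numbers crossed. Of the 15 genes, 6 had an adjusted p-value under 0.1 with the block (Sorcs1, Igfbp5, Sema5a, Hp, Cidec and Timp3) 8 with the P numbers crossed (also C3 and Itga6) and 11 with all day 1 numbers crossed (also Cebpa, Cebpd and Egr2). The signs were kept under the alternatives that could be fitted, which were DESeq2, its size factors, library totals, no filter, at least 10 counts and the block.

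Low counts limit 7 of these values. Slc2a4 had 0 counts in both C libraries at day 1 and at most 2 counts in a P library at day −2. Adipoq had at most 3 counts in a C library. Cyp2f2 had 0 counts in both C libraries at day −2, and Lgr6 had under 0.5 CPM on average in all conditions but C cells at day −2. In the C libraries at day −2, Igfbp5 and Cidec had at most 4 counts and Hp at most 5, and Cidec had at most 12 counts in a P library at day −2 and 15 in a C library at day 1. The size of these interactions is set by values near the floor.

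At an adjusted p-value under 0.05 in the camera test, 6 of the 8 lists had an interaction. The proliferation list, with a mean of 0.17 (adjusted p = 0.0986, 0.103 with the replica block), passed only the 0.1 used for genes. The mean log2 value was 1.06 for the fat cell list (adjusted p = 0.0219), −0.80 for the cAMP list (4.6e-05), −0.48 for the glucocorticoid list (0.0471), −2.71 for the interferon list (5.9e-69), −0.59 for the Hox list (0.0471) and −1.14 for the serum response list (4.8e-08). With the replica block the values were 1.08 (0.0312), −0.78 (7.5e-05), −0.47 (0.0576), −2.70 (2.1e-56), −0.55 (0.0471) and −1.11 (1.6e-07), and with all day 1 numbers crossed the means were 1.09, −0.77, −0.45, −2.70, −0.57 and −1.10. No sign changed with DESeq2's size factors or with library totals, where the values were 1.34, −0.51, −0.17, −2.43, −0.28 and −0.82. Library totals moved the median log2 ratio of all genes to −0.175 at day −2 and to 0.114 at day 1. In replica 1 the glucocorticoid list had −0.67 and in replica 2 −0.18, and the Hox list had −0.93 and −0.15, so these interactions rest mostly on replica 1. The cAMP and serum response lists share members, and Cebpd belongs to the fat cell and glucocorticoid lists.

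Genes outside those the paper discusses also differed between P and C cells at day −2. The interferon list had a mean log2 ratio of 1.80 (adjusted p = 4.7e-33), with 28 of 31 genes higher and 21 called. The serum response list had 1.34 (6.1e-14), with 18 of 21 genes higher. The Hox list had 0.82 (0.0023), with 19 of 23 genes higher, and the p53 list had 0.61 (0.0152), with 14 of 20 genes higher. With the fry test in place of camera, the adjusted p was 3.6e-05 for the interferon list and 0.00218 for the serum response list. In the fry test it was 0.0437 for the Hox list and 0.00218 for the p53 list. For each of the 4 lists both P libraries lay above both C libraries at day −2. With the replica block the values were 1.79 (1.6e-31), 1.31 (2.0e-13), 0.79 (0.00196) and 0.58 (0.0118). With all day 1 numbers crossed the means were 1.78, 1.30, 0.80 and 0.56, and with library totals they were 1.62, 1.13, 0.61 and 0.42, above the shift of all genes.

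The deviation of replica 1 was weighed for each list. The interferon list lay above the C libraries by 1.65 in replica 1 and by 1.80 in replica 2. The p53 list lay above them by 0.49 and 0.53, and the serum response list by 1.52 and 1.02, so replica 1 alone does not carry these 3. The Hox list lay above by 1.01 in replica 1 and by 0.44 in replica 2, and its difference cannot be told apart from the deviation of replica 1. Reads shared between paralogs were tested for the interferon list by keeping 1 gene for each of 21 families, and its mean was still 1.48.

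An interferon response to the shRNA vector, stronger in P cells than in C cells, was weighed. Its prediction was that the list would be higher in P cells at both days. At day 1 the list was lower in P cells, with a mean of −0.91 (adjusted p = 2.9e-17), 1 of 31 genes higher and 10 called lower. Induction raised the same list by 3.06 in C cells and by 0.35 in P cells. The lower value at day 1 therefore follows from the rise in C cells. The prediction does not separate a stronger standing response in P cells from an earlier start of the response to induction. C cells were infected too, with a scrambled shRNA, so a response to the vector that both share would not set P cells above C cells. GC content was not tested. Neither was an effect of the shRNA other than on Prep1, nor a difference in the response to infection. The pattern cannot be told apart from these.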

How the results depend on the processing

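The 4 comparisons, the lists, the thresholds and the alternatives were chosen before the data were examined, except the 2 crossed blocks (the P numbers at day 1, or all day 1 numbers) and the covariate along the difference between replicas, which were chosen after seeing the data. The causes of the changes below were not tested. The covariate was computed from the differences between replicas that it removes, so counts and p-values with it can overstate the evidence.

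Dropping the ratio threshold gave 4743 genes by induction in C cells, 4192 by induction in P cells, 1513 in P against C cells at day −2 and 820 at day 1, and a shared share of 51.6%. Fitting each comparison with its own conditions gave 1213 by induction in P cells, 81 at day −2 and 899 at day 1, a shared share of 60.5%, and 0 genes of the cAMP list (adjusted p = 1, between 2.2e-05 and 1 over the alternatives), where 7 were called with all conditions. All of the 81 genes were among the 931. At an unadjusted p under 0.05, 3366 genes differed at day −2. The replica block gave 597 genes at day −2 and 117 interactions, an adjusted p-value under 0.05 gave 602 and 174, and DESeq2 gave 886 interactions and a shared share of 41.4%. Crossing the P numbers gave 148 interactions, and crossing all day 1 numbers gave 313. The covariate gave 949 genes at day 1, 1724 interactions, a shared share of 51.6% and a mean of 0.51 for the Hox list (adjusted p = 0.0654, against 3.4e-04 to 0.0437 over the other alternatives). Without the filter, 4 genes of the glucocorticoid list were called (adjusted p = 0.0082, up to 1 over the alternatives).

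The genes called at day −2 were shared with the 931 in 910 cases with DESeq2, 914 with its size factors, 725 with library totals, 892 without the filter, 654 with at least 10 counts, 596 with the block, 669 with the P numbers crossed, 898 with all day 1 numbers crossed and 716 with the covariate. The counts of induction in C cells stayed between 2002 and 3144 in the alternatives other than the ratio threshold.

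The correlation across genes ran from 0.342 to 0.456 over the 6 fits that each left out one library, and was 0.366 with C replica 2 as the baseline of P cells and C replica 1 as that of induction. Without a test, the number of genes past the ratio threshold ran from 3005 to 5946 by induction in P cells and from 1845 to 5300 at day −2, each over 4 fits that left out one library, against 3910 to 4109 by induction in C cells and 1952 to 2153 at day 1. The higher end came with replica 2 of P cells at day −2 left out. With all libraries, the numbers were 3467 by induction in C cells, 3266 in P cells, 2193 at day −2 and 1486 at day 1. The filter on low counts was applied again in each of these fits, in which a condition had 1 library. Part of the change can therefore come from another set of genes.

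Pknox1 stayed lower in P cells, but its adjusted p rose above 0.1 in some settings. At day −2 its log2 ratio was −0.62 without the filter (adjusted p = 0.118), −0.63 with its own conditions (0.374), −0.62 with the block (0.131) and −0.62 with the P numbers crossed (0.124), with adjusted p-values from 0.0043 with the covariate to 0.374. At day 1 it was −0.55 with library totals (0.151), −0.67 without the filter (0.141), −0.65 with the block (0.148) and −0.65 with the P numbers crossed (0.142), with adjusted p-values from 4.4e-04 with the covariate to 0.151. The log2 ratio ran from −0.70 to −0.65 over the 4 fits that left out one library.

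Some differences near 0 reversed. With library totals, Anxa3 was −0.18 at day −2 and Vcl 0.10 at day 1. With its own conditions, Vcl was 6.4e-05 at day 1 and Anxa3 −0.0042 at day −2, and with at least 10 counts Anxa3 was −0.025. With the covariate, Pparg was 0.11, Gapdh 0.043 and Nr3c1 0.27 at day −2, and Vcl 0.067 at day 1. With all day 1 numbers crossed, Vcl was 0.017 at day 1. Among named genes, 24 other results became weaker and 20 stronger. Of the directional counts 21 moved, and 18 values of genes moved with a library left out. The share called higher at day −2 was 69.2%, 55.4% with library totals and 57.9% with the covariate.

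The 2 replicas limit the results at the level of single genes. For a gene with 0 counts in a condition, only a bound of its ratio is known.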

Differences from the paper's values

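The 10 numbers of genes that the paper gives in its text and in Table 1 for these comparisons were each within 1.5 times the number found here, the largest ratio being 1.44, for the genes higher in P cells at day −2. The setting nearest to the paper's 446 was library totals in place of TMM, with 453, and with at least 10 counts in every library the total was 685 against the paper's 704. For the lower genes, library totals gave 365 against the paper's 259, farther off than the 287 of the main model. With DESeq2 and with each comparison fitted alone, the numbers at day −2 were 1277 and 81.

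The paper states that the RNA-seq showed no significant change of Cebpb upon Prep1 down-regulation. Here it was called higher in P cells at day −2, with a log2 ratio of 1.08 (adjusted p = 0.0453 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called at day 1 (−0.16). Among the alternatives set before the data were examined, it was not called with library totals, where its ratio was under 2 (0.86 on the log2 scale), or with the comparison fitted alone (adjusted p = 0.273). At an adjusted p-value under 0.05 it was still called, and with the replica block at 0.0896 it was still called at 0.1. With the covariate, chosen after seeing the values, it was not called (0.81 on the log2 scale).

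The paper states from qPCR that the RNA of Egr2 does not change between P and C cells. It gives this together with Klf4, which it followed at times after induction. The times for Egr2 are not named in the paper's text. The day −2 value below precedes induction and may not bear on that statement, and day 1 is the only time after induction here. In the RNA-seq counts it was higher in P cells at day −2, with a log2 ratio of 1.58 (adjusted p = 0.0394 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was not called at day 1 (−0.86, adjusted p = 0.219). At day 1 the adjusted p was 0.0062 with the comparison fitted alone and 0.0053 with the covariate, with ratios under the threshold (−0.85 and −0.74). It was not called at day −2 with the comparison fitted alone (adjusted p = 0.250).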

Other observations

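Of the tests in this part, those of replica 1 of P cells, of the difference between replicas, of gene length and of partial induction were chosen only after the result was seen. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named.

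The RNA-seq counts also cover genes that the paper studied by qPCR or blots. The blots measured protein or its phosphorylation, and several of the paper's times after induction are not day 1. The values below are therefore not like for like with the paper's. Pparg had 19.4 ± 0.206 CPM (SD, n = 2) in C cells and 16.7 ± 6.40 in P cells at day −2, a log2 ratio of −0.21 (adjusted p = 0.602). At day 1 it had 37.7 ± 4.98 and 62.0 ± 2.09, a log2 ratio of 0.72 (adjusted p = 0.228). The adjusted p of Pparg at day 1 depended on the model. It was 0.0072 with the day 1 conditions fitted alone. With the covariate along the difference between replicas, chosen after the data were seen, it was 6.4e-04 with a log2 ratio of 0.60. That covariate was computed from the differences it removes, so p-values with it can be too small. Klf5 had log2 ratios of −0.52 at day −2 (adjusted p = 0.160) and 0.35 at day 1 (0.455), and Klf4 −0.78 (0.131) and −0.44 (0.496). Srebf1 had 0.45 (0.316) and −0.27 (0.749), and Dlk1, which the paper calls Pref1, −0.29 (0.334) and 0.36 (0.395). The RNA of Dlk1 was called higher by induction, with log2 ratios of 1.05 in C cells and 1.70 in P cells. The paper's faster silencing of Pref1 in P cells was seen on a blot of the protein at a later time. With the day 1 conditions fitted alone, Klf4 and Dlk1 at day 1 had adjusted p-values of 0.0223 and 0.0499, and with the covariate those of Klf4, Klf5 and Dlk1 were under 0.1 at both days. Klf4 at day −2 was called with library totals, with a ratio just past the threshold (adjusted p = 0.0506), and with the covariate (log2 ratio −1.11, adjusted p = 7.9e-04). Irs1 had 0.84 (0.0354) and 0.93 (0.0335), both under the ratio threshold. With library totals Irs1 was called at day 1 (1.03, 0.0129), and with the day −2 conditions fitted alone its adjusted p was 0.282. Adipoq was at least 148-fold higher in P cells at day 1, and Slc2a4 at least 5.83-fold higher, both against C libraries at or under 3 counts. The adjusted p of Slc2a4 at day 1 was 0.0462. It was 0.117 with the replica block and 0.1003 with the P numbers at day 1 crossed, where Slc2a4 was not called.

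The overlap of the genes changed in P cells at day −2 with those changed by induction in C cells was tested for the baseline that both ratios share. With separate C libraries as baselines, the mean correlation across genes was 0.384, against 0.425 for the shared baseline on the same scale, so the shared baseline does not make up most of it. Each P replica alone gave 0.372 and 0.385. Without the interferon list the correlation of the model's ratios was 0.399 (0.406 with it), and 21 genes of that list were among the 441 shared genes.

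The genes changed at day −2 were tested for a difference in proliferation. The proliferation list had a mean log2 ratio of −0.04 (adjusted p = 0.604, camera test), with 13 of 32 genes higher. They were also tested for the deviation of replica 1 of P cells. Replica 1 and replica 2, each set against a different C library, gave log2 ratios that correlated across genes with r = 0.434, or 0.536 with the C libraries exchanged. Across all genes the difference is therefore not carried by replica 1 alone, although the number of genes past the ratio threshold depends on it. GC content was not tested.

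Fewer genes were called by induction in P cells than in C cells. With all libraries thinned to 20428816 counts in 5 draws, the mean ratio of the calls in P to those in C cells was 0.895, with means of 2396 and 2675 genes, against 0.884 without thinning, so depth does not account for it. With replica 1 of P cells at day −2 left out, 3005 genes passed the ratio threshold by induction in P cells, and with replica 2 left out 5946 did. With a C library at day −2 left out, 3994 and 3942 genes passed in C cells. Among these fits, P cells had fewer genes than C cells with replica 1 left out and more with replica 2 left out. With the covariate along the difference between replicas, chosen after the data were seen, 2282 genes were called in P cells and 3099 in C cells. The lower number stayed with the covariate but not in every fit. It cannot be told apart from an effect of the distance between the P replicas.

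The replicas of P cells at day −2 differed more than those of any other condition. Replica 1 had 3.82% of its counts on 82 genes of ribosomal proteins, and replica 2 had 5.85%, while the other libraries had between 6.41% and 9.06%. The second principal component (24.0% of the variance) was 95.6 for replica 1 and −3.67 for replica 2. Across genes above 5 on the log2 CPM scale, the difference between the P replicas correlated with that between the C replicas at day 1 with r = −0.752. An axis of difference that runs through several conditions, as handling or library preparation could give, is in line with this value. The correlation with the length of the gene, introns included, was −0.145 (Spearman), and that with the response of C cells to induction was 0.178. Neither value settles whether gene length or a partly induced culture played a part. No table here gives a batch or a date, and GC content was not tested.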
